A study of Zea mays with 32 samples.

How the data were processed

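The series measured RNA from leaf primordia of maize (Zea mays). Per the labels, the plants belonged to 8 native landraces (Tabloncillo, Reventador, Mushito, Zapalote, Gordo, Nal-tel, Palomero and Jala) grown at 35 °C. The fifth and the ninth leaf were taken at plastochron stage 4, a stage counted by the leaves that have started to form since. A landrace is a traditional variety kept by farmers, and its plants are not genetically uniform. Each landrace and leaf gave 2 libraries, so 16 groups and 32 libraries in all. The labels name the treatment as heat, and no library from another temperature was analysed here.

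Per the labels' protocols, total RNA was extracted with a column kit and directional poly(A) libraries were made from it. The labels do not state the aligner, the counting tool, the genome build or the annotation. The deposited values are a signal of normalized counts, with 1 table of 39756 genes by 32 libraries. In each library all values were whole multiples of 1 step (100% of the values at a tolerance of 0.01 of a step), as read counts divided by 1 factor per library would give. Dividing by that step gave whole reads. For 2 libraries, the ninth leaf replicate 1 of Reventador and the ninth leaf replicate 2 of Gordo, the step lies so near 1 that an automatic test for recovered reads set them aside. Their values are whole multiples of that step and not of 1, and the count models used all 32 libraries. The authors' factors were close to median-of-ratios size factors computed here from the recovered reads: the ratio of the latter to the former ran from 1.0378 to 1.0493 over the 32 libraries. Which tool set the factors is not stated.

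Recovered reads summed to between 54.8 and 121.0 M per library, with a median of 66.0 M. Among recovered values from 1 to 20, between 76.7% and 87.0% were even, as mates of a read pair counted singly would give. The reads of a gene are therefore not independent molecules, and floors cover counting error only. A library with 3 reads or fewer of a gene was taken to be at the floor. The 10 most abundant genes held between 2.14% and 3.22% of a library's reads, and 3403 genes were 0 in every library.

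The main test was fitted with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), for the 26156 genes with a mean of at least 10 over the 32 libraries. The model held 16 group means and 1 shared residual spread, with eBayes and an intensity trend. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The comparisons were the leaf effect as the mean over 8 landraces of the ninth minus the fifth leaf, the same within each landrace, moderated F-tests over the 8 landraces (over both leaves and within each leaf, 7 degrees of freedom), each landrace against the other 7, and an F-test that the leaf effect is equal in all 8 landraces. Shares of the sum of squares over tested genes were computed without a test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 did the remaining work.

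The tests were tried on simulated counts for 26156 genes, of which 200 were changed for each kind of effect (400 for the leaf effect within 1 landrace). They recovered 89% of the genes changed for the leaf effect, 72% for landrace differences, 83.5% for 1 landrace against the other 7, 66.8% within 1 landrace and 42% for the interaction. Unchanged genes made up 3.03%, 7.25%, 5.08%, 6.32% and 10.6% of the calls. All simulated changes were larger than 2-fold, and those for landrace differences and for the interaction were set in 1 landrace. Of the 4830 genes called for the leaf effect in the data, 839 changed at least 2-fold. The shares recovered therefore do not apply to smaller changes.

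Genes named in the text followed a rule fixed before the data were examined. For the leaf effect these are genes past the threshold, with a mean of at least 100 and the same direction in all 8 landraces, taken from the largest rises and falls. For each landrace it is the gene with the largest change among those with a mean of at least 100 whose 4 libraries all lie above or all below the other 28. For the interaction these are the 3 genes with the smallest p-value and a mean of at least 100. The deposited table does not pair its IDs with names, and 0 IDs matched the RefSeq table for the assembly at hand, so genes are given by ID without names or positions. At most 2 IDs that rose and 2 that fell are printed per comparison. Tests of gene lists planned beforehand (vein patterning, the C4 cycle, phase change, wax, heat shock, photosystems, histones and cyclins) were not run for the same reason.

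Alternatives covered the pseudocount (0.1 and 10), the filter (none, or a mean of at least 50), quantile normalization, centring of each library, robust eBayes, a replicate block, only the libraries compared, an additive model, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, and 32 fits that each left out 1 library. Fits without each landrace in turn were chosen after seeing the data.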

Results

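Transcript levels were measured in primordia of the fifth and the ninth leaf of 8 maize landraces, with 2 libraries for each of 16 groups. The series' title places the data in a study of leaf vein density and photosynthesis in maize. Libraries of the fifth leaf held 67.5 M recovered reads on average (SD 6.1, n = 16) and those of the ninth leaf 68.5 M (SD 16, n = 16). The ninth leaf replicate 1 of Tabloncillo was the deepest, with 121.0 M reads, and the ninth leaf replicate 2 of Palomero the shallowest, with 54.8 M. Between 28447 and 30585 genes were above 0 in a library. Library names in the labels run in separate series for each leaf, so a library batch and the leaf cannot be told apart.

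Across genes, which are not independent replicates, log2 values of replicate libraries correlated with a median r of 0.958 (from 0.935 to 0.974 over 16 pairs). Libraries of 1 landrace from different leaves had a median r of 0.952, libraries of different landraces from the same leaf 0.92, and libraries that differed in both 0.914. Each of the 32 libraries had its highest correlation with a library of its own landrace. Landrace accounted for 54.8% of the sum of squares over the tested genes, leaf for 5.53%, their interaction for 13% and replicates for 26.7%. Within the fifth leaf the landrace share was 70.7%, and within the ninth leaf 72.8%. These shares are raw. Landrace and the interaction had 7 degrees of freedom each, leaf 1 and replicates 16. Spread between replicates adds to each share in step with its degrees of freedom, so the shares do not rank the factors. How far the interaction share exceeds that spread was not computed. The alternative that moved the leaf share most was a pseudocount of 10, which gave 6.65%.

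**Figure D1:**
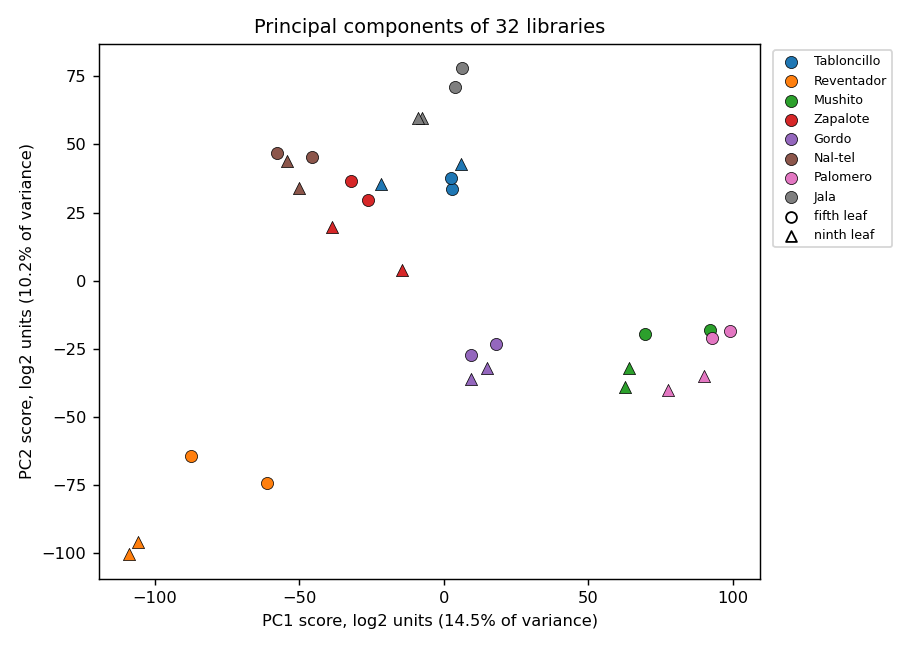
Scores of the 32 libraries on principal components 1 and 2 of the log2 normalized counts, in log2 units, with colour for the landrace, circles for the fifth leaf and triangles for the ninth. Component 1 held 14.5% and component 2 held 10.2% of the variance. Reventador has the lowest scores on both components. The fifth leaf replicate 2 of Mushito lies nearest a Palomero library, and the ninth leaf replicate 1 of Tabloncillo nearest a Zapalote library.

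To ask which genes differ between the leaves, the difference of the ninth minus the fifth leaf was averaged over the 8 landraces. Of 26156 genes tested, 4830 had a limma adjusted p-value under 0.05, with 2455 higher and 2375 lower in the ninth leaf. The median absolute log2 fold change of these genes was 0.39, and 839 changed at least 2-fold. On the recovered reads DESeq2 gave 5866 genes and edgeR 4786. Of the 4830 genes, 1677 (34.7%) moved the same way in all 8 landraces, a share that the choice of genes by their mean over the same landraces raises.

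In Zm00001eb303940 the normalized count was 78.6 ± 65.8 (SD, n = 16) in the fifth and 605.6 ± 326 (SD, n = 16) in the ninth leaf, a log2 fold change of 3.12 (SE 0.38, limma adjusted p = 1.38e-05). In Zm00001eb426660 it was 124.3 ± 147 (SD, n = 16) and 523.6 ± 241 (SD, n = 16), a log2 fold change of 2.58 (SE 0.36, limma adjusted p = 5.47e-05). Zm00001eb009540 fell from 697.7 ± 945 (SD, n = 16) to 99.5 ± 155 (SD, n = 16), with a log2 fold change of -3.73 (SE 0.47, limma adjusted p = 2.25e-05). Zm00001eb403780 fell from 931.5 ± 724 (SD, n = 16) to 96.7 ± 112 (SD, n = 16), with a log2 fold change of -3.37 (SE 0.34, limma adjusted p = 3.3e-06). The SDs span landraces as well as replicates. In the libraries labelled Tabloncillo, Zm00001eb403780 stood at 172.9 and 2203 in the fifth leaf and at 125.9 and 490.4 in the ninth. The leaves overlapped there in Zm00001eb303940 too (172 and 64.18 against 893.7 and 64.63). They did not overlap in Zm00001eb426660 (114 and 99.84 against 612.6 and 328.8). Nor did they in Zm00001eb009540 (636.7 and 552.2 against 80.94 and 105.5). In other landraces the leaves did overlap in Zm00001eb009540. This was so in Palomero (323 and 167.6 against 196 and 110.4) and in Nal-tel (33.29 and 275.9 against 2.082 and 34.84). These genes were chosen by the deposited leaf labels, so they do not test the labels.

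**Figure D2:**
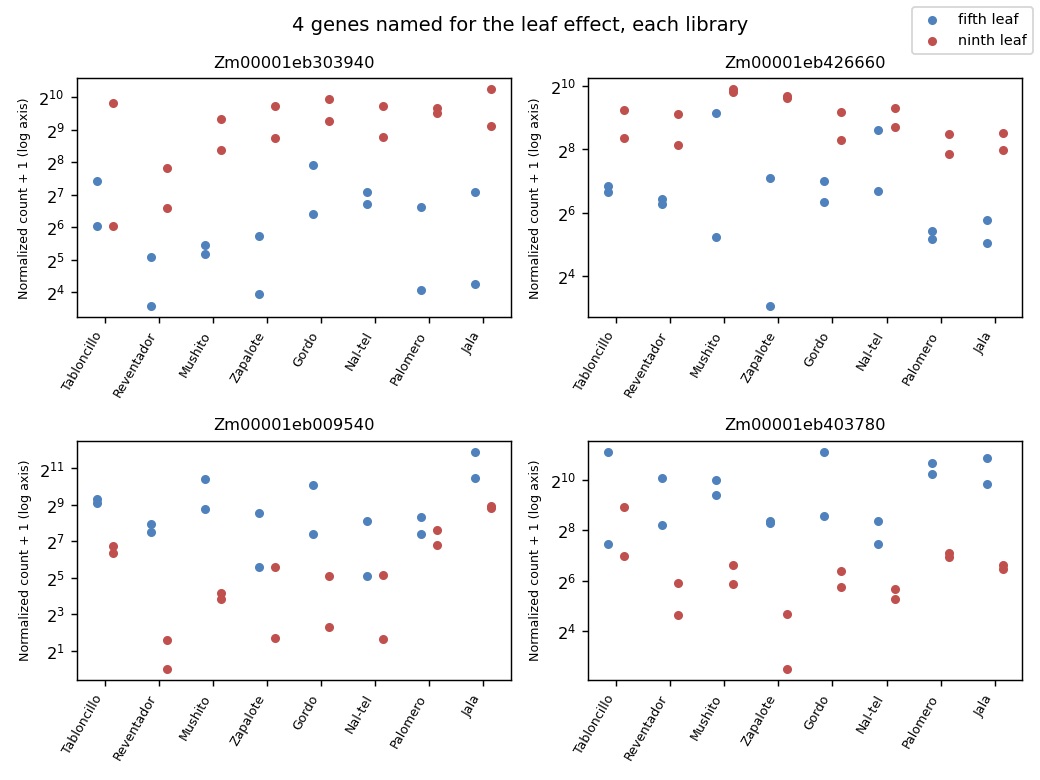
Normalized counts plus 1 on a log axis for the 4 genes named for the leaf effect, with 1 point per library, blue for the fifth leaf and red for the ninth, by landrace. Zm00001eb303940 and Zm00001eb426660 have higher means in the ninth leaf and the other 2 genes lower means, with overlap between leaves in single libraries.

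Within single landraces, with 2 libraries against 2, fewer genes passed the limma threshold. The counts were 634 in Mushito, 289 in Palomero, 145 in Reventador, 65 in Zapalote, 55 in Tabloncillo, 47 in Gordo, 34 in Jala and 5 in Nal-tel. Under edgeR on the recovered reads the same contrasts gave 542, 177, 67, 9, 8, 10, 1 and 0 genes, in the same order, and Nal-tel then had 2180 genes at an unadjusted p under 0.05. Fitted to the 4 libraries of the landrace alone, 7 of the 8 contrasts gave no calls, with 1957 to 4459 genes at an unadjusted p under 0.05, and Palomero gave 186 calls. Differences in these counts between landraces were not tested as such.

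For each landrace, the leaf difference was also read in the genes called from the other 7, in the direction those 7 gave. Its median was 0.58 on the log2 scale in Mushito, 0.39 in Reventador, 0.38 in Palomero, 0.37 in Gordo, 0.33 in Nal-tel, 0.25 in Jala, 0.24 in Zapalote and 0.045 in Tabloncillo. Over the 4 pairings of 1 library of the ninth with 1 of the fifth leaf the median stayed above 0 in 7 landraces. In the libraries labelled Tabloncillo it ran from -0.32 to 0.37, so no leaf direction can be drawn there beyond the spread between replicates.

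**Figure D3:**
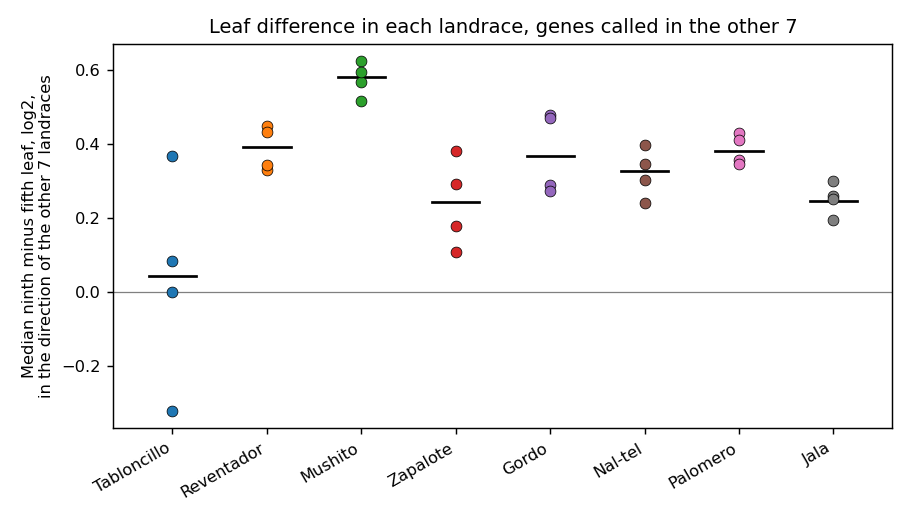
Median difference of the ninth minus the fifth leaf (log2) in the genes called from the other 7 landraces, in the direction of those 7. Points are the 4 pairings of libraries and lines the value from the group means; Tabloncillo spans 0, with pairings from -0.32 to 0.37.

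Whether expression differs between landraces was tested by limma F-tests. Over both leaves 10600 genes (40.5% of those tested) passed the threshold, in the fifth leaf 6537 and in the ninth 5177, with 3181 genes called in each of the separate leaves. Fitted to the 16 libraries of 1 leaf alone, the count was 2965 in the fifth and 6285 in the ninth leaf, so which leaf had more genes depends on the libraries that set the spread. Of the 4830 genes called for the leaf effect, 1957 were also called between landraces. That is the same share as the 40.5% among all tested genes, so the overlap is what unrelated calls would give.

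Against the other 7, Reventador had the most genes past the limma threshold (5535, of which 2448 higher), followed by Nal-tel (3864, 1634 higher), Palomero (2526, 1398 higher), Jala (2184, 1034 higher), Gordo (2006, 1081 higher), Tabloncillo (1866, 912 higher), Mushito (1365, 813 higher) and Zapalote (1261, 611 higher). A single library moved these counts: without the fifth leaf replicate 2 of Zapalote, that landrace had 436. Under edgeR the share of higher genes rose in each landrace, for example from 48.9% to 68% in Tabloncillo, so the split by direction rests on the method.

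**Figure D4:**
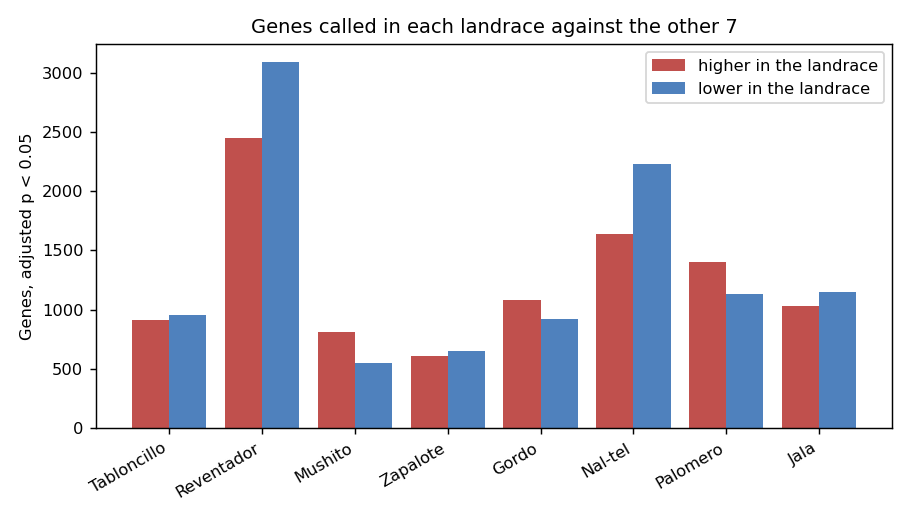
Number of genes with a limma adjusted p-value under 0.05 in each landrace against the other 7, red for higher and blue for lower in the landrace. Reventador has the tallest bars, with 2448 genes higher and 3087 lower.

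Zm00001eb308100 had a normalized count of 1296 ± 250 (SD, n = 4) in Reventador and 2.33 ± 7.59 (SD, n = 28) elsewhere (log2 fold change 9.54, SE 0.71, limma adjusted p = 1.02e-08). Zm00001eb004080 had 4339 ± 924 (SD, n = 4) in Palomero and 171.3 ± 445 (SD, n = 28) elsewhere (log2 fold change 8.72, SE 0.75, limma adjusted p = 1.79e-07). It was also expressed in Mushito, at 1685 and 1587 in the fifth and 633.2 and 618.7 in the ninth leaf, and in Reventador it stood at 133.1 in the fifth leaf replicate 1 against 4.37 in replicate 2. Zm00001eb097590 had 1.49 ± 1.94 (SD, n = 4) in Tabloncillo and 235.1 ± 173 (SD, n = 28) elsewhere (log2 fold change -6.40, SE 0.57, limma adjusted p = 1.89e-06). In Zm00001eb357080 the Jala libraries held at most 2 reads, under the floor, against 149.3 ± 130 (SD, n = 28) elsewhere, at least 45-fold lower (limma adjusted p = 5.65e-08). These fold changes depend on the pseudocount: at 10 the log2 fold change was 6.81 for Zm00001eb308100, 7.21 for Zm00001eb004080 and -3.98 for Zm00001eb097590.

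Whether the leaf effect differs between landraces was tested as an interaction, and 16 genes passed the limma threshold. At an unadjusted p under 0.05 there were 3932. Under edgeR no gene passed, with 3752 at an unadjusted p under 0.05. Zm00001eb415760 (limma adjusted p = 0.0195) went from 5381 ± 295 (SD, n = 2) to 2114 ± 376 (SD, n = 2) in Zapalote and from 1361 ± 129 (SD, n = 2) to 3231 ± 749 (SD, n = 2) in Palomero, from the fifth to the ninth leaf. Zm00001eb192380 (limma adjusted p = 0.0225) went from 50 ± 19.7 (SD, n = 2) to 1382 ± 470 (SD, n = 2) in Palomero, and had a lower mean in the ninth leaf in each of the other 7 landraces. Zm00001eb214370 (limma adjusted p = 0.0225) went from 37.1 ± 4.19 (SD, n = 2) to 294.6 ± 50.7 (SD, n = 2) in Zapalote and from 351.9 ± 172 (SD, n = 2) to 96.6 ± 57.3 (SD, n = 2) in the libraries labelled Tabloncillo.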

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

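The test on Tabloncillo in this part was chosen after the leaf values of that landrace were seen, and the count of shared genes after the interaction had been fitted without it. The leaf effect differed between landraces in 16 genes by limma's interaction F-test, and the 3 named genes had adjusted p-values of 0.0195 (Zm00001eb415760), 0.0225 (Zm00001eb192380) and 0.0225 (Zm00001eb214370). Over the alternatives fitted to all 8 landraces these ran from 0.00641 to 0.0708, from 0.00683 to 0.0733 and from 0.00683 to 0.0708. Among those alternatives edgeR gave the highest in each case, over the 0.05 threshold. The 3 genes did not pass without Reventador either, where 0 genes were called. In simulated data 10.6% of interaction calls were unchanged genes. There 42% of the changed genes were recovered, each changed by more than 2-fold and in 1 landrace. A few mislabelled libraries could produce an interaction. Without Tabloncillo 9 genes were called, of which 7 were among the 16. Without Reventador 0 were called (3307 at an unadjusted p under 0.05), and without Zapalote 5, of which 2 were among the 16. Without Nal-tel 56 were called, with 15 of the 16 among them, without Gordo 13 with 11, without Jala 15 with 10, without Palomero 9 with 8 and without Mushito 9 with 7. The 7 shared genes do not need the libraries labelled Tabloncillo, and for the rest of the 16 their part stays open. A test of whether single libraries carry the calls was void: in 16 of 16 genes 1 replicate pair lay further apart than every other, which almost any gene gives. The interaction was not fitted with single libraries left out. A difference between landraces in how the leaves differ stays open, as does dependence on the model, since edgeR called no gene (3752 at an unadjusted p under 0.05).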

How the results depend on the processing

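Alternatives were fixed before the data were examined, except the fits without each landrace. Over them the leaf effect had between 3739 and 5866 genes under the planned settings, and the F-test over both leaves stayed within 1.5 times its count. Where a count moved further, the cause was not tested unless stated.

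Within single landraces a pseudocount of 0.1 gave 84 genes in Tabloncillo, 254 in Reventador and 10 in Nal-tel. With no filter there were 128 in Tabloncillo, 122 in Zapalote, 91 in Gordo and 22 in Nal-tel. Quantile normalization gave 99 in Tabloncillo (45.5% higher, against 34.5%) and 21 in Jala. Fitted to the 4 libraries compared, 0 genes were called in Tabloncillo, Reventador, Mushito, Zapalote, Gordo, Nal-tel and Jala (1957 to 4459 at an unadjusted p under 0.05) and 186 in Palomero, where fewer libraries set the spread. edgeR gave 8 in Tabloncillo, 67 in Reventador, 9 in Zapalote, 10 in Gordo, 0 in Nal-tel (2180 at an unadjusted p under 0.05), 177 in Palomero and 1 in Jala. The F-test on the 16 libraries of 1 leaf alone gave 2965 genes in the fifth leaf and 6285 in the ninth, against 6537 and 5177 with all libraries, which reverses the order of the leaves.

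The interaction called 28 genes at a pseudocount of 0.1, 33 at 10, 64 with no filter, 9 after quantile normalization and 0 under edgeR (3752 at an unadjusted p under 0.05). Without a landrace, a choice made after seeing the data, it called 9 (Tabloncillo), 0 (Reventador, with 3307 at an unadjusted p under 0.05), 9 (Mushito), 5 (Zapalote), 56 (Nal-tel) and 9 (Palomero). The leaf effect without Mushito had 3197 genes, and without Tabloncillo 5723, the only landrace whose removal raised it. The landrace share of variance was 57.3% for genes with a mean of at least 50, and the leaf share 6.65% at a pseudocount of 10.

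Replicate numbers do not pair the samples: deviations of same-numbered libraries correlated from -0.175 to 0.112 over 8 landraces, and 1 of 8 was over 0.1. With the number as a block, the leaf effect had 4789 genes, Nal-tel 2, Jala 52 and the interaction 9; no other count moved by over 1.5 times. With 16 blocks of landrace and number it had 3739.

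Under edgeR the share of higher genes against the other 7 was 68% in Tabloncillo (48.9% in limma), 74% in Mushito (59.6%), 70.3% in Zapalote (48.5%), 65.4% in Gordo (53.9%), 66.1% in Palomero (55.3%) and 64.8% in Jala (47.3%).

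Across the 32 fits that each left out 1 library, the leaf effect ran from 3997 to 5423 genes and the F-test over both leaves from 8966 to 11211. Within landraces, over 28 fits each, the ranges were 15 to 250 in Tabloncillo (highest without the fifth leaf replicate 1 of Nal-tel), 90 to 384 in Reventador, 450 to 1040 in Mushito, 41 to 124 in Zapalote, 9 to 122 in Gordo, 2 to 9 in Nal-tel, 217 to 384 in Palomero and 13 to 133 in Jala. Against the other 7 they were 1016 to 2092 in Tabloncillo, 3099 to 5918 in Reventador, 606 to 1522 in Mushito, 436 to 1497 in Zapalote, 870 to 2195 in Gordo, 1982 to 4307 in Nal-tel, 1200 to 2903 in Palomero and 894 to 2430 in Jala, each lowest without a library of that landrace. The leaf effect within the landrace of the library left out, the F-tests within a leaf and the interaction were not run in these fits, since they compare single groups and 1 group then holds 1 library. Of 355 values of named genes, 3 crossed the threshold, the interaction genes under edgeR, and 0 reversed. The fits without a landrace are not among these values. Without Reventador the interaction called 0 genes, so its 3 named genes did not pass there either. Sizes moved with the pseudocount: from a pseudocount of 0.1 to 10 the log2 fold change went from 11.82 to 6.81 in Zm00001eb308100, from 9.51 to 7.21 in Zm00001eb004080, from -8.25 to -3.98 in Zm00001eb097590 and from -8.86 to -3.47 in Zm00001eb357080. The gene list tests were not run, as no names were at hand.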

Other observations

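The tests on Tabloncillo and those on reads of another landrace in single libraries were chosen after the result was seen, except the test of runs. The remaining tests of this part were written before their results, apart from the matched leaf comparison for neighbouring genes, which was added after the first ratios.

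Of 100 splits with leaf labels drawn anew within landraces, the real one included, 1 gave as many genes as the 4830 of the leaf effect, the real split itself, and the highest other count was 814. With landrace labels drawn anew within leaves, 1 of 100 splits gave as many as the 10600 genes that differ between landraces, and the highest other count was 45. For each of the 8 landraces against the other 7, likewise 1 of 100 splits gave as many genes, again the real one.

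In Tabloncillo the leaf response was small and its replicates lay apart along it. The difference of replicate 1 minus 2 of the fifth leaf followed the leaf effect of the other 7 landraces with a slope of 0.761, and that of the ninth leaf with 0.663. In the other 7 landraces the ninth minus the fifth leaf had slopes from 0.744 to 1.03, and their 14 replicate differences had slopes of at most 0.304 in size. A candidate explanation is a mislabelled sample, with the leaf labels of the fifth leaf replicate 1 and the ninth leaf replicate 2 exchanged. With these labels exchanged, 6088 genes were called for the leaf effect, against 4830 as labelled. The 31 other exchanges of 1 library of the fifth with 1 of the ninth leaf, within a landrace, gave from 1774 to 4457, fewer than the labels. Each of the 4 libraries correlated best with a library of Tabloncillo, so the landrace is not in question. That library was in each case its labelled replicate (r of 0.951 in the fifth and 0.952 in the ninth leaf). This goes with the labels rather than with an exchange. It does not decide the leaf, since libraries elsewhere were nearest to one of the other leaf, such as the fifth leaf replicate 2 of Gordo. As labelled, the ninth minus the fifth leaf had a slope of 0.345 in Tabloncillo. On that scale, with the fifth leaf replicate 2 at 0, the ninth leaf replicate 2 stood at 0.394, the fifth leaf replicate 1 at 0.761 and the ninth leaf replicate 1 at 1.06. The 2 libraries in question thus lay between the other 2. An exchange, reads of the other leaf mixed into both libraries, and plants sampled at different stages cannot be told apart: the 2 places lie between those of the other libraries, and each of the 3 may raise the count under exchanged labels. All comparisons keep the deposited labels.

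The fifth leaf replicate 1 of Reventador held transcripts of genes that its own landrace otherwise lacks. The genes looked at were 106 that Mushito expressed at 100 or more in its 4 libraries. In these the other 3 Reventador libraries stayed under 5% of the Mushito mean. The mean of those 3 libraries was subtracted from the value in this library, and the rest taken as a percentage of the Mushito mean. Percentages of this kind below were formed in the same way. Of the 106 genes, 95.3% were above 2% in this library. The median was 8.19% (quartiles 6.25% and 11.5%), and 1.89% of the genes exceeded 20%. One common small fraction is what reads of a Mushito library mixed into this one would give. Genes of other landraces, given below, leave the source open. The rule was loosened to these shares after a first one, which needed 3 reads or fewer in the other Reventador libraries, left few genes. That first rule gave 20 Mushito genes, of which 19 were above the floor. By the loosened rule, genes of the other landraces were present in this library too, in smaller shares. These were 66.1% of 118 Palomero genes (median 4.46%, 9.32% over 20%) and 65.3% of 49 Tabloncillo genes (10.2% over 20%). For Zapalote the share was 61.2% of 49 genes, for Jala 52.1% of 73, for Gordo 52% of 98 and for Nal-tel 40.6% of 69. How far these genes overlap with the 106 of Mushito was not examined. Among 224 pairs of a library and another landrace, 181 had at least 20 genes, and 2 of these had 75% or more of them present, the other being ninth leaf replicate 1 of Nal-tel with genes of Zapalote (78.3% of 23 genes, median 5.48%). In the fifth leaf replicate 1 of Palomero 72.2% of 54 Gordo genes were present (median 3%, 0% over 20%), 65.5% of 29 Tabloncillo genes (median 3.43%), 56.8% of 44 Zapalote genes (median 2.4%) and 52% of 75 Reventador genes (median 2.07%). In its replicate 2, with genes chosen for that library, the shares were 22.5% of 40, 0% of 15, 8.33% of 36 and 6.9% of 58, in the same order. No explanation was tested for this library.

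In the ninth leaf replicate 2 of Zapalote, 72.9% of 48 such genes of Gordo were present, with a median of 34.4%, quartiles of 0.887% and 48.3%, and 66.7% over 20%. Absent genes beside genes at a large fraction argue against mixed reads. Plants that carry chromosome segments like those of Gordo might give this. Genes of the other landraces exceeded 20% in this library too, in smaller shares. These were 30.8% of 13 Tabloncillo, 27.7% of 47 Mushito, 25.4% of 63 Palomero and 25% of 32 Jala genes. For Reventador the share was 24.4% of 45 genes and for Nal-tel 12.1% of 33. How far these genes overlap with those of Gordo was not examined, so the source stays open. Present and absent Gordo genes lay in 15 runs along the order of the table, against a median of 20 in shuffled orders (one-sided permutation p = 0.0539), which does not decide it. A difference between plants of a landrace stays open, untested.

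With r rounded as printed here, 1 of the 32 libraries correlated with a library of another landrace more than with its replicate. It was the fifth leaf replicate 2 of Mushito, with r of 0.947 to a Palomero library and 0.935 to its replicate. Only 6 genes could show mixed reads in that library, of which 16.7% were present, too few to decide. At this rounding r was equal for the fifth leaf replicate 1 of Mushito (0.935 to its replicate and to a Palomero library). It was also equal for the ninth leaf replicate 1 of Zapalote (0.944 to its replicate and to a Nal-tel library). These ties were not counted.

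Genes missing from a landrace, or reads that do not map in it, could make genes differ between landraces. Of the 10600 genes called, 827 (7.8%) had a landrace with its 4 libraries at the floor, against 0.617% of the other tested genes, so this does not account for most calls. Smaller losses of mapped reads were not tested. Neighbouring genes in the order of the table were called in the same landrace and direction 1.58 times as often as in shuffled orders. The ratio was 1.32 for the leaf effect. Since the ratio may depend on how many genes are called, the leaf effect was also taken with as many genes as each landrace. Its ratio did not fall steadily with that number: it was 1.53 at 1365 genes, 1.35 at 2006, 1.4 at 3864 and 1.28 at 5535. In 8 of 8 landraces the ratio of the landrace was the higher one, from 1.32 against 1.28 in Reventador to 3.2 against 1.53 in Mushito. This is in line with chromosome segments that differ between landraces and carry neighbouring genes along, as a hypothesis.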
